# miRNA Profiles of Monocyte-Lineage Cells Are Consistent with Complicated Roles in HIV-1 Restriction

**DOI:** 10.3390/v4101844

**Published:** 2012-09-25

**Authors:** Jeanne M. Sisk, Janice E. Clements, Kenneth W. Witwer

**Keywords:** microRNA, HIV-1, monocyte, macrophage, profiling, antiviral

## Abstract

Long-lived HIV-1 reservoirs include tissue macrophages. Monocyte-derived macrophages are more susceptible to infection and more permissive to HIV-1 replication than monocytes for reasons that may include the effects of different populations of miRNAs in these two cell classes. Specifically, miRs-28-3p, -150, -223, -198, and -382 exert direct or indirect negative effects on HIV-1 and are reportedly downmodulated during monocyte-to-macrophage differentiation. Here, new experimental results are presented along with reviews and analysis of published studies and publicly available datasets, supporting a broader role of miRNAs in HIV-1 restriction than would be suggested by a simple and uniform downregulation of anti-HIV miRNAs during monocyte-to-macrophage differentiation. Although miR-223 is downregulated in macrophages, other putatively antiviral miRNAs are more abundant in macrophages than in monocytes or are rare and/or variably present in both cell classes. Our analyses point to the need for further studies to determine miRNA profiles of monocytes and macrophages, including classic and newly identified subpopulations; examine the sensitivity of miRNA profiling to cell isolation and differentiation protocols; and characterize rigorously the antiviral effects of previously reported and novel predicted miRNA-HIV-1 interactions in cell-specific contexts.

## 1. Introduction

A challenging obstacle to eradication of HIV is the latent reservoir: long-lived cells harboring relatively quiescent integrated HIV. The ability to identify and clear these reservoirs will form the basis for effective, curative strategies [1,2,3,4]. The best characterized reservoir is the resting CD4^+^ T-cell [5,6]. However, multiple macrophage populations in tissues are also important reservoirs [7,8,9]. While HIV‑1 infection and replication is restricted in monocytes, permissivity increases as monocytes differentiate into macrophages [10,11]. The mechanisms underlying this difference are incompletely understood, but one proposed component is the microRNA complement of macrophages, which has been reported to diverge from that of monocytes [12,13,14].

The details of the monocyte-to-macrophage miRNA divergence in relation to HIV-1 replication, *i.e.*, which miRNAs are differentially regulated, and in what direction, have been a matter of interesting and potentially conflicting results. In this paper, we first assess the level of concordance and discordance between the various publications examining miRNA profiles during monocyte-to-macrophage differentiation. We then present a new set of miRNA profiling data that includes biological replicates of primary monocytes and macrophages from three human donors. Together, these findings are assessed in relation with previously published work and other publicly available datasets to derive conclusions about the consequences of monocyte differentiation-related miRNA regulation for HIV-1 replication and to identify important questions for continuing research in this area.

In 2009, X. Wang *et al.* reported a pronounced downregulation of several putatively anti-HIV-1 miRNAs as monocytes differentiated into macrophages [13]. The authors suggested that miRNAs that are abundant in monocytes act to inhibit HIV-1, and that when levels of these miRNAs are reduced during differentiation into macrophages, HIV replicates more productively. In contrast, Coley *et al.* reported no downmodulation of these or other miRNAs in macrophages compared with monocytes [15]. Dicer, the major cytoplasmic miRNA processing enzyme [16], was not detected in monocytes, allowing only limited miRNA production through the PIWI alternative processing pathway [15,17]. Differentiation of monocytes into macrophages was accompanied by Dicer production and concomitant increases in miRNA levels [15,17]. Coley *et al.* posited that relief of HIV-1 restriction in the presence of larger amounts of miRNAs in macrophages could be achieved through repressive actions of viral proteins (Vpr, Nef, Tat) on Dicer. Coley *et al.* did not report differential regulation under any conditions—differentiation or HIV-1 infection—of any of the miRNAs reported to be downregulated by X. Wang *et al.* However, it is unclear that definitive conclusions should be drawn from these apparent contrasts, since the global miRNA profiling in the Dicer study [15] was done using PMA-induced differentiation of the monocytic U937 line, while X. Wang *et al.* examined four miRNAs in primary cells [13].

Profiling studies of PMA-induced cell line differentiation models offer important points of comparison to these HIV-1-focused studies. In 2011, a hybridization study of miRNA profiles before and after PMA-induced U937 differentiation was published by J. Wang *et al.* [18]. Biological triplicates allowed statistical analysis, dye swap experiments for two replicates permitted elimination of artifacts based on dye bias, selected results were confirmed by individual qPCR reactions, and the authors reported their raw data and methods per MIAME requirements [19,20]. Of 44 differentially regulated miRNAs, 12 were downregulated in differentiated U937 cells. Of the 32 upregulated miRNAs [18,20], approximately ten (see Table 1) were found among the 64 upregulated miRNAs reported by Coley *et al.* [15]. Additionally, two putative anti-HIV miRNAs were up-, not downregulated. Li *et al.* included qPCR evidence for significant downregulation in the U937 system of miRs-15a, -16, and -223, but only slight changes in miR-142-5p or let-7 family members [21]. Using another differentiation model—PMA stimulation of THP-1 cells—Forrest *et al.* performed hybridization microarrays for three biological replicates at a zero hour time point and at several time points post‑PMA treatment; next generation sequencing was also done, and the data were deposited with CIBEX [22,23,24]. At 96 hours post-PMA treatment, 23 miRNAs were differentially regulated by three-fold or more. Following PMA treatment of the HL-60 line, Chen *et al.* [25] and Kasashima *et al.* [26] also observed differential regulation. 

**Table 1:** Commonly reported regulated miRNAs: U937, THP-1, HL-60 differentiation. Results of five studies of PMA-induced U937, THP-1, or HL-60 monocyte differentiation models were compared: Wang *et al.* [18], Coley *et al.* [15], Forrest *et al.* [23], and Chen *et al.* [25], and Kasashima *et al.* [26] (combined). Only miR-17 was reported to be downregulated by more than one group, although all but Coley *et al.* reported downregulated miRNAs. Upregulated miRNAs were reported by J. Wang *et al.* (>30), Coley *et al.* (>60), Forrest *et al.* (>20), and the Chen and Kasashima studies (>10 combined). The 15 miRNAs presented here were found to be upregulated in at least two of the four study groups; miRs-146b, -221, and -222 (boxed) were common to all.

miRNA	Wang	Coley	Forrest	Chen, Kasashima
	U937	U937	THP-1	HL-60
**down**	x			x
miR-17				
**up**	x			x
miR-21				
miR-22	x	x	x	
miR-23a/b	x	x		x
miR-24			x	x
miR-26a/b	x	x		x
miR-27a/b	x			x
miR-29a	x	x	x	
miR-29b	x	x	x	
miR-132		x	x	
miR-146a	x		x	x
miR-146b	x	x	x	x
miR-221	x	x	x	x
miR-222	x	x	x	x
miR-424	x		x	x
miR-663	x	x		

The results of our comparisons of these experiments are listed in Table 1. We posit that judicious comparison of these results is feasible despite differences in specific myeloid line, PMA concentration, and differentiation time. PMA concentrations (16–300 nM) were within the relatively wide range customarily employed in these models, and although RNA was collected at time points from 24 to 96 hours, differential expression of miRNAs begins within hours of PMA treatment and remains largely constant from 24 to 96 hours in the THP-1 model [22]. Thus, although culture conditions may very well affect results, commonly regulated miRNAs may be considered robust correlates of differentiation in these models.

The first miRNA profiling of primary monocyte-to-macrophage differentiation was reported in 2007 by Fontana *et al.*, who generated monocytic cultures from adult CD34^+^ hematopoietic progenitor cells and differentiated monocytes into mature macrophages in the presence of macrophage colony stimulating factor (M-CSF) [12,27]. As confirmed by quantitative real-time PCR and Northern blots, miRs-17, -20a, and -106a (components of the miR-17/92 clusters) were downregulated during differentiation of unilineage monocytic cultures [12]. Members of this group also reported evidence for involvement of miR-424 in the monocyte-to-macrophage differentiation process [28]. Fontana *et al.* cited unpublished microarray studies that formed the basis of their work. There do not appear to have been subsequent publications or database submissions based on this dataset, which would certainly be a valuable addition to the available evidence on the role of miRNA in monocyte-to-macrophage differentiation.

Indeed, to our knowledge, the only monocyte-to-macrophage differentiation miRNA study to date that has examined primary cell profiles with biological replicates, global miRNA profiling, and PCR verification was presented by Sung and Rice in 2009 [14]. These investigators, like most teams that examined cell lines, did not find uniform up- or downregulation of miRNAs. Rather, after gathering hybridization microarray profiles of monocytes and MDM derived from two human donors, they reported that, while most miRNAs maintained relatively constant expression, there were several examples of differential regulation in either direction (nine up and thirteen down) [14]. Interestingly, these results also confirmed one of the four downregulated miRNAs (miR-223) reported by X. Wang *et al.* in primary cells [13], while suggesting that another, miR-150, might be upregulated in some macrophages.

## 2. Results and Discussion

### 2.1. Differential Regulation of miRNAs: New Evidence

The disparities in the published results in the HIV-1 field and in the general monocyte differentiation literature on cell lines and primary cells prompted us to conduct further profiling studies with monocytes and monocyte-derived macrophages from human donors. We began with an experiment using cells from two donors (labeled throughout as donors I and II), performing anti-CD14 bead-based isolation of monocytes from PBMCs. Isolated monocytes were >98% pure and viable as assessed by flow cytometry. Total RNA was isolated from the isolated monocytes. At the same time, PBMCs from the same donors were differentiated into monocyte-derived macrophages (MDM) for seven days [29]. Total RNA was then purified from MDM. 

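RNA of monocytes (day 0) and of monocyte-derived macrophages (day 7) was compared within each of 3 donors on 6 arrays with 2 colours. Monocytes were CD14+ cells taken from PBMC with magnetic beads. Macrophages had grown from total PBMC of the same donor in medium with M-CSF and 20% human serum, re-fed at day 4. For each hybridization 1 μg of RNA was labelled per cell type, and both RNAs were placed on the same glass slide, with the dyes exchanged on the other slide of that donor. The NCode slide holds 4608 spots in 24 printed blocks, with 3 spots each for 705 human miRNAs and 393 other small RNAs and 438 control or blank probes. The files hold the authors' scanner intensities of each spot and of the area around it in the red (AF5) and green (AF3) channels, with no background subtracted, and a table of the authors' own median-centred log2 ratios per donor. Which dye each cell type carried was taken from the dye order in the sample labels and in the names of the arrays. With this order, ratios from the scanner values correlated with the authors' deposited ratios at r = 0.968, 0.947 and 0.875 for donors I, II and III (across probes, which are not independent replicates).

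Most miRNAs lay close to background. The median foreground of the human miRNA spots was 37 to 53 units in the red and 49 to 55 units in the green channel, against a local background of 34 to 42 and 41 to 45 units. Per array, 174 to 248 human miRNAs were detected in a given cell type of donors I and II and 121 to 269 in donor III, where detection required at least 2 of 3 spots above the background median plus 2 SD. The foreground of the brightest miRNAs (99th percentile) lay between 3304 and 11485 units in donors I and II and between 1317 and 2767 units in donor III. At most 2 human miRNA spots per channel were saturated. Foreground means were corrected with the normexp model and an offset of 50 and normalized by print-tip loess, and spots and then both arrays were averaged to one log2 ratio of macrophages over monocytes per donor. The mean over donors was tested with limma against 0, with Benjamini-Hochberg adjustment over the 216 human miRNAs detected on both arrays of at least 2 donors in the same cell type. The number of donors and arrays limits the precision.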

To minimize the possibility of dye-related artifact (Cy3 signals are often slightly stronger than those for Cy5, and Cy5 results are disproportionately affected by environmental conditions such as atmospheric ozone levels [30,31]), Cy3 and Cy5 dye-swap hybridizations were performed for each sample with hybridization microarrays. Because microarray experiments are also susceptible to batch effects [31,32] and may thus include artifactual elements [33], we repeated the experiment several months later with cells from a third donor to assess the robustness of results from different batches. 

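Donor III, hybridized months after donors I and II, gave smaller ratios, and part of its spots were read in the wrong place. Across the 216 tested miRNAs, which are not independent replicates, log2 ratios of donors I and II correlated at r = 0.937, donors I and III at 0.648, and donors II and III at 0.725. Over the 110 miRNAs whose spots were read in place on all arrays, the log2 ratio in donor III was 0.502 (SE 0.042 across miRNAs) times the mean of donors I and II. Examples with all spots in place are miR-146a's relative miR-146b-5p, at 2.72, 2.98 and 2.64 in donors I, II and III, and miR-155, at 2.50, 2.19 and 1.07 in donors I, II and III.

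In 7 of the 24 blocks on both arrays of donor III, the positions recorded for the spots lay above the printed spots, by 1 row in 3 blocks and by 2 rows in 4 blocks. The spots there thus carry the names of other probes. Spot intensities in these blocks correlated with the same blocks of donors I and II at r = −0.12 to 0.15, and at 0.90 to 0.95 once read 1 or 2 rows lower, against 0.752 to 0.958 in the other 17 blocks. A dye marker printed in every block had a median of 47 and 45 units in the green channel in the displaced blocks of donor III's arrays and of 17339 and 13781 units elsewhere. All 80 and 68 bright blank spots of these arrays lay in displaced blocks. Among the 705 human miRNAs, 176 had 1 displaced spot, 87 had 2 and 89 had 3, miR-92a, miR-106b and miR-222 among the last group. Values below use the names in the files, and for named miRNAs with displaced spots the ratio after realignment is given as well. Realignment was chosen after seeing the data. Of 30 simulated 4-fold changes (log2 of 2), 14 were called with the grid as deposited and 30 with it realigned, with median estimates of 1.01 and 1.05. The simulation gave donor III the full change and every miRNA the same small spread between donors. Real ratios were smaller in donor III and many spreads were wider, so these counts do not measure recovery in the real data. A limma fit with a batch term, which sets donor III against donors I and II, called 0 of the 216 miRNAs (47 at an unadjusted p under 0.05), and 1 to 110 under 9 other ways of processing set before the data were examined. Donor III is the one donor of the later batch, so donor and batch cannot be told apart.

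**Figure D1:**
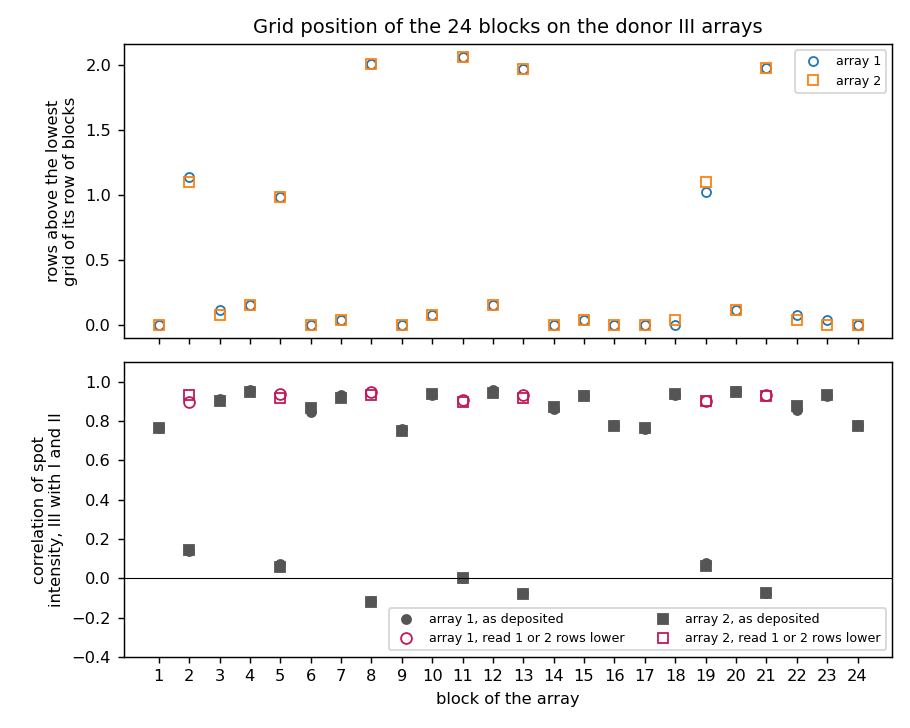
Above, the height of each of the 24 grids on the donor III arrays, in spot rows over the lowest grid beside it. Below, the correlation of spot intensities between donor III and the mean of donors I and II in each block, as deposited (filled) and after realignment (open). The 7 displaced blocks lie between −0.12 and 0.15 as deposited and between 0.90 and 0.95 after realignment.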

Finally, we performed the same differentiation with cells from a leukopack that was shipped to our laboratory overnight; at least 24 hours elapsed between the initial blood draw and isolation of PBMCs and monocytes. We have previously observed that cell activation states differed between shipped leukopacks and freshly obtained blood [34], and we wished to observe whether any differential expression was sufficiently robust to be seen in leukopack-derived cells, as well.

Results are presented in Figure 1, Table 2, and on a miRNA-by-miRNA basis below. 

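Of 216 human miRNAs tested, 4 rose and 14 fell between monocytes and macrophages in the 3 donors. Among the 4 that rose, the highest ratio was that of miR-146b-5p, a brake on NF-κB signalling, at a log2 ratio of 2.78 ± 0.18 (SD, n = 3 donors; adjusted p = 0.00242), followed by miR-125a-5p at 2.15 ± 0.62, miR-155, which is induced in activated macrophages, at 1.92 ± 0.75 and miR-99b at 1.22 ± 0.45. Among the 14 that fell, the lowest ratio was that of the myeloid miR-223, followed by miR-20a at −1.73 ± 0.27, miR-15b at −1.59 ± 0.50 and miR-93 at −1.50 ± 0.32. Next came miR-106a (−1.34), miR-107 (−1.27), miR-17 (−1.23), miR-16 (−1.17), miR-26a (−1.14) and miR-19b (−0.97). With 1 displaced spot each in donor III, miR-106a, miR-17 and miR-16 were at −1.45, −1.32 and −1.32 after realignment. All 18 had the same sign in all 3 donors, as had 155 of the 216 tested.

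Among the miRNA groups fixed before the data were examined, miRNAs of inflammatory signalling were higher as a group: 2 of 6 tested members rose (5 adjusted over the list alone, and 5 passed after realignment), the median log2 ratio was 2.02, and adjusted p was 1.79e-04 from camera with a preset correlation. With an estimated correlation, adjusted p = 0.557, and none of the 9 groups called with the preset correlation was called. Of the growth-restraining miR-15/16 family, 2 of 5 tested members fell (3 adjusted over the list alone, and 3 after realignment; adjusted p = 0.0389 from camera, and 0.557 with an estimated correlation). Of miR-26a, miR-26b, miR-103 and miR-107, 3 fell (4 adjusted over the list alone, and 4 after realignment; adjusted p = 0.0130, and 0.557 with an estimated correlation). All 4 are listed as downregulated in Table 2a, which rests on the same samples. That table had been read when the groups were fixed, so groups with members in it give no independent evidence of direction. Of 9 let-7 family members 1 fell, let-7b, at −0.76 ± 0.07 (3 lower and 1 higher adjusted over the list alone, and the same numbers over all miRNAs after realignment; adjusted p = 0.265), and none of 5 miR-30 family members passed (3 lower adjusted over the list alone; adjusted p = 0.0882), with log2 ratios from −0.94 to −0.19. After realignment 4 of the 5 were lower at the threshold (5 adjusted over the list alone; adjusted p = 0.0442 from camera, and 0.642 with an estimated correlation), with ratios from −0.94 to −0.27.

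All 14 miRNAs listed as upregulated in Table 2a had positive ratios and all 33 listed as downregulated had negative ones, and 4 and 13 of these passed the test (14 and 27 adjusted over the list alone; adjusted p = 2.26e-10 and 5.87e-13 from camera, and 0.557 for each with an estimated correlation). The study chose these lists on the same samples, so they are not independent evidence of direction. By group of the table, 10 of the 21 miRNAs of Group I passed (3 higher and 7 lower), 7 of 18 in Group II (1 higher and 6 lower) and 0 of 8 in Group III. Displaced spots in donor III affected 8, 10 and 6 miRNAs of Groups I, II and III. After realignment 8 higher and 12 lower passed in Group I, 3 and 13 in Group II, and 0 and 4 in Group III. With the displaced blocks realigned, 54 miRNAs passed, 14 higher and 40 lower, with all 18 among them; 11 of the 14 and 29 of the 33 then passed. Print-tip loess left the median log2 ratio of all tested miRNAs at −0.10, and centring each array on its median moved it to 0.01 and gave 10 higher and 11 lower. The count of 18 was 27 without donor I, 2 without donor II and 74 without donor III.

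**Figure D2:**
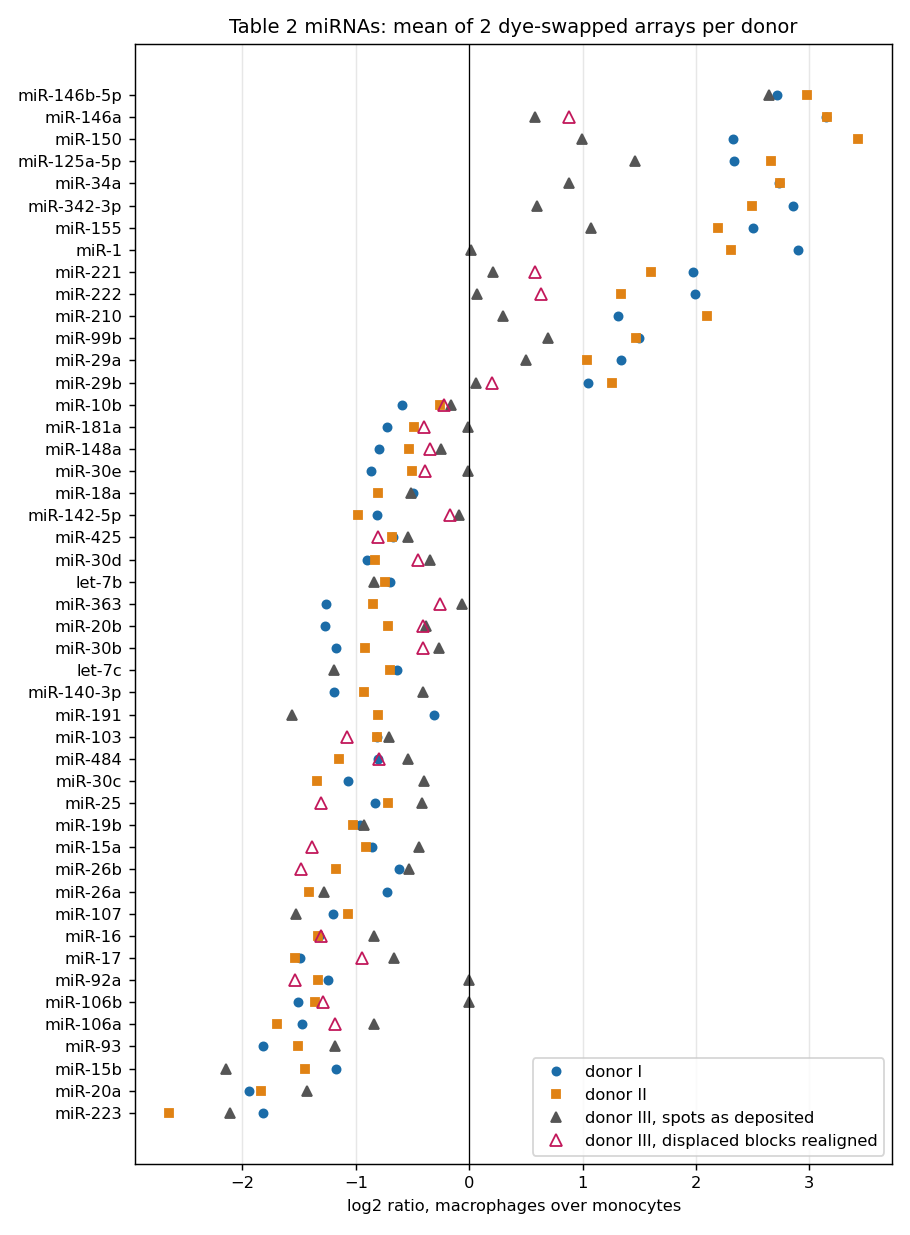
Log2 ratios of macrophages over monocytes per donor for the 47 miRNAs of Table 2a, as named in the files. Each point is one donor (mean of both dye-swapped arrays), open triangles give donor III after realignment, and the mean over donors is above 0 for all 14 miRNAs of the upregulated list and below 0 for all 33 of the downregulated list.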

Many of our results are consonant with previous findings (Figure 1 and Table 2, Group I [14]), despite several differences between our cells and culture conditions and those used in other studies, but we also find evidence for differential regulation of miRNAs heretofore unreported in monocyte-to-macrophage differentiation (Table 2, Groups II and III). We focus initially on miRNAs that have putative direct or indirect anti-HIV-1 roles; the genomic neighborhoods of these miRNAs are presented in Supplementary Table 1.

### 2.2. miR-29 Family

miR-29a is the only miRNA reported by at least two groups to have a direct effect on HIV-1 expression [35,36,37] on the basis of reporter assays in which HIV-1 sequences were included in a reporter plasmid and exposed to miRNAs, including conclusive evidence of RNA-RNA interaction from experiments in which the putative target site was mutated [36]. miR-29a is encoded with miR‑29b in one transcript on chromosome 7, while another copy of miR-29b is co-transcribed with miR-29c from a cassette on chromosome 1. Because miR-29b and miR-29c share an identical seed sequence and are otherwise highly similar to miR-29a, it is likely that all family members would exert some effect on HIV. Along these lines, Ahluwahlia *et al.* presented evidence for direct regulation by miR-29b [35], while Chiang *et al.* reported indirect influence through miR-29b-mediated regulation of Cyclin T1 [38]. Finally, our group has shown that miR-29 family members interact directly with simian immunodeficiency virus (SIV) in macrophages [39,40] by means of reporter/mutation and functional assays. 

In our studies, miR-29a was more abundant in macrophages than in monocytes for cells from all donors we examined, including cells from a leukopack that was shipped overnight and processed at least 24 hours after the initial blood draw (Figure 1, Table 2). 

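miR-29a was 1.95-fold higher in macrophages, with a log2 ratio of 0.96 ± 0.42 (SD, n = 3 donors) and positive values in all 3 donors (1.34, 1.04 and 0.50 in donors I, II and III). It did not pass the test over all miRNAs (adjusted p = 0.0538 from limma), and passed when adjusted over the 3 members of the miR-29 family alone. miR-29a was among the brighter miRNAs, at 39.8 ± 32.3 times local background in monocytes and 59.7 ± 49.8 times in macrophages (SD, n = 3 donors). None of its spots were displaced in donor III. With the displaced blocks of that donor realigned, adjusted p was 0.0338, and over all alternatives it ranged from 4.27e-09 to 0.572. miR-29c, the third member, was at a log2 ratio of −0.12 ± 0.13 (adjusted p = 0.423).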

Similar upregulation was previously reported by in primary cells [14] and during PMA-induced differentiation of myeloid leukemic cell lines [15,18,23] (Table 1). Like miR-29a, miR-29b is upregulated during monocyte-to-macrophage differentiation. However, miR-29b is generally present at lower copy numbers than miR-29a, and low signal intensity precluded a definitive conclusion of differential expression in cells from the third donor. 

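miR-29b, whose gene MIR29B1 lies next to MIR29A in the human RefSeq annotation (GRCh38.p14), had a log2 ratio of 0.79 ± 0.64 (SD, n = 3 donors), a fold change of 1.73 over monocytes, with 1.05, 1.26 and 0.06 in donors I, II and III. The change did not pass the test (adjusted p = 0.135 from limma), also when adjusted over the miR-29 family alone. As a group, the 3 miR-29 miRNAs had a median log2 ratio of 0.79 (adjusted p = 0.147 from camera).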

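Signal for miR-29b was 3.32 ± 2.32 times local background in monocytes and 5.18 ± 4.06 times in macrophages (SD, n = 3 donors). In donor III it was 1.12 and 1.30 times background, against 5.75 and 9.41 times in donor I and 3.10 and 4.84 times in donor II. In donor III, 2 of the 3 spots on each array lay in displaced blocks. Read in place, they gave this donor a log2 ratio of 0.20, and the mean over donors was then 0.83 (adjusted p = 0.0700 from limma; 1.55e-09 to 0.840 over all alternatives).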

Upregulation of miR-29b was also observed in monocyte-to-macrophage differentiation of cells from the leukopack.

**Figure 1:**
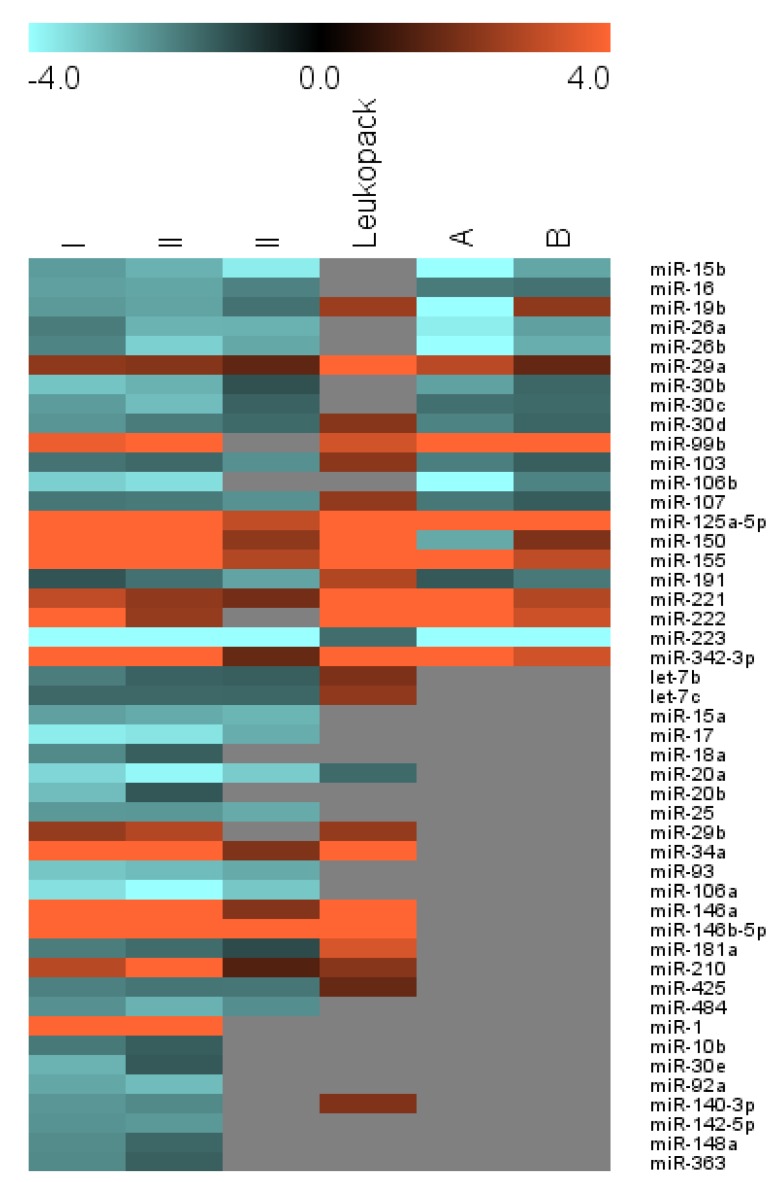
Graphic representation of fold changes for selected miRNAs, comparing monocytes with monocyte-derived macrophages. Positive values indicate enrichment in macrophages over monocytes. Fold changes were calculated for each miRNA from each of three donors: I, II, and III, using normalization by median centering for two dye-swap array experiments for each donor/sample with averaging of three triplicate measurements for each miRNA. Results of a leukopack experiment are also shown. ‘A’ and ‘B’ are provided for the sake of comparison: the results of hybridization array analysis performed and reported previously by Sung and Rice and calculated from data obtained from the Rice lab website [41]. Gray indicates that the corresponding miRNA was not detected or not differentially regulated in the respective arrays. See Table 2 for exact fold change calculations, statistics, and results of alternative analysis. MIAME-compliant raw and processed data from the triplicate fresh blood draws are available from GEO as GSE39905; leukopack data are available upon request.

**Table 2:** Differential regulation of miRNAs in monocyte-to-macrophage differentiation. (**a**) miRNA expression profiles of day zero monocytes and day 7 macrophages were assessed by hybridization microarray in dye-swap experiments with three technical spot replicates per array. Hybridization arrays for Donor I and II arrays were processed together in one batch, while Donor III samples were hybridized several months later to assess reproducibility of results. Also included are results obtained with cells from a leukopack, which was shipped overnight before cell processing (with at least 24 hours between leukapheresis and cell/RNA isolation). Datasets for donors I and II were analyzed following print-tip loess normalization by fitting linear models to the data with limma (R/Bioconductor) and moderating with empirical Bayes smoothing. The ‘B’ statistic is the empirical Bayes log odds of differential expression, with positive values considered to be statistically significant (corresponding approximately to moderated *p* < 0.01). Datasets for donors I, II, and III were also analyzed with different methods, with the results displayed under “MC” (high background cutoff, median array centering, using BRBArray-Tools software [42]) or “DS” (Dye Swap, using NCode Profiler software [43]). Calculated fold change values indicate up- (positive, black) or downregulation (negative, red) in macrophages as compared with progenitor monocytes from the same donor. miRNAs included in group I displayed consistent regulation for donors I and II, as assessed by both indicated normalization/analysis methods, with an average FC of 1.5 or greater; plus confirmation in the original Sung and Rice dataset. Italics indicate inconsistent regulation in the two Sung and Rice donors. Group II contains miRNAs that were not reported by Sung and Rice but were confirmed in our experiments for either or both of the third donor or the leukopack. Group III members have evidence for differential regulation only in the datasets for donors I and II and have not been confirmed independently. **Bold** indicates miRNA with reported direct or indirect roles in regulation of HIV-1. Purple values highlight regulation opposite that observed for the majority of datasets analyzed. The “New Interaction” column indicates candidates for novel HIV-1 interactions: miRNAs with published predicted binding sites in the HIV-1 genome that have not yet been confirmed experimentally (‘#’) or miRNAs that were pulled down with HIV-1 enrichment probes (‘*’) by Althaus and Vongrad *et al.* (**b**) Fold change for miRNAs with previously reported roles in monocyte-to-macrophage differences in restriction of HIV-1 replication. This table includes data duplicated from ‘a’ as well as results that did not meet the data filters for ‘a’. Data are presented for miRNAs reported by Wang *et al.* [13] or by Sung and Rice [14]. nc = no change, *i.e.*, <1.5 fold change and/or no significant difference in technical replicate groups; nr = not reported; bb = below background. Approximate downregulation (final column) has been estimated from Figure 1 of [13]. **(a)**

Group	miRNA	B	Donor I FC		Donor II FC		Donor III FC		Leuko-pack	Sung/Rice FC		Novel inter-action
			MC	DS	MC	DS	MC	DS	DS	A	B	
I	miR-15b	0.37	−2.45	−2.89	−2.80	−3.95	−3.72	−3.05		−6.03	−2.61	
	miR-16	0.82	−2.52	−3.11	−2.61	−3.67	−2.04	−1.72		−1.93	−1.79	
	**miR-19b**		**−2.42**	**−2.82**	**−2.58**	**−3.13**	**−1.80**	**−2.11**	**2.46**	***−4.16***	***2.25***	
	miR-26a		−1.95	−2.39	−2.82	−3.92	−2.81	−2.38		−3.72	−2.52	*
	miR-26b		−2.09	−2.56	−3.27	−4.40	−2.64	−2.02		−5.41	−2.73	*
	**miR-29a**	**0.78**	**2.25**	**1.79**	**2.11**	**1.48**	**1.51**	**1.73**	**5.34**	**2.92**	**1.58**	
	miR-30b		−3.08	−3.72	−2.78	−3.61	−1.29			−2.54	−1.60	
	miR-30c	0.55	−2.46	−2.91	−2.97	−3.77	−1.55			−1.75	−1.67	
	miR-30d		−2.35	−2.74	−1.95	−2.65	−1.67		2.14	−2.07	−1.59	
	miR-99b	3.07	3.73	2.63	4.16	2.51		1.94	3.29	33.77	61.46	
	miR-103		−1.82	−2.21	−1.66	−2.34	−2.27	−1.93	2.18	−1.98	−1.48	#
	miR-106b	0.83	−3.26	−3.78	−3.48	−4.42				−5.08	−2.07	
	miR-107	0.10	−1.86	−2.26	−1.92	−2.73	−2.28	−1.91	2.31	−1.87	−1.45	#
	miR-125a-5p	3.19	6.65	5.59	5.50	6.10	3.05	3.90	6.06	8.91	30.89	#
	**miR-150**	**1.96**	**5.99**	**4.12**	**14.29**	**8.69**	**2.27**	**2.50**	**5.49**	***−2.66***	***1.99***	
	miR-155	4.54	5.46	4.33	4.86	3.38	2.82	3.11	6.25	8.94	3.00	
	miR-191		−1.33	−1.66	−1.77	−2.46	−2.56	−2.14	2.79	−1.41	−1.89	*
	miR-221	1.97	3.02	2.43	2.28	1.63	1.84	2.06	5.37	6.36	2.81	#
	miR-222	1.32	4.36	3.47	2.37	1.63			5.48	7.26	3.22	#
	**miR-223**	**0.89**	**−4.23**	**−5.31**	**−6.95**	**−9.88**	**−5.15**	**−4.18**	**−1.72**	**−5.96**	**−5.61**	
	miR-342-3p	5.41	7.01	5.40	6.16	4.23	1.62	1.80	7.39	8.40	3.27	
II	let-7b		−1.96	−2.42	−1.54	−2.17	−1.49		1.97			#
	let-7c		−1.62	−1.97	−1.65	−2.30	−1.60		2.28			#
	miR-15a		−2.52	−3.07	−2.68	−3.65	−2.84	−2.19				#
	**miR-17**	**0.91**	**−3.71**	**−4.30**	**−3.56**	**−4.50**	**−2.72**	**−2.01**				
	**miR-18a**		**−2.15**	**−2.25**	**−1.49**	**−2.30**		**−1.63**				#
	**miR-20a**	**2.61**	**−3.36**	**−4.01**	**−3.89**	**−5.09**	**−3.20**	**−2.52**	**−1.67**			
	**miR-20b**	**0.01**	**−2.97**	**−3.45**	**−1.36**	**−2.43**		**−1.57**				#
	miR-25		−2.40	−2.84	−2.38	−3.22	−2.67	−2.18				
	**miR-29b**	**0.89**	**2.37**	**1.81**	**2.83**	**1.79**			**2.37**			
	miR-34a	4.19	10.66	6.97	7.39	6.16	2.02	2.53	5.15			* #
	miR-93	1.65	−3.11	−3.77	−2.96	−4.00	−2.68	−2.26				
	miR-106a	1.99	−3.52	−4.20	−4.01	−5.02	−3.13	−2.61				
	miR-146a	5.75	8.40	6.47	9.75	6.43	2.10	2.24	7.68			*
	miR-146b-5p	5.37	7.50	5.75	11.08	7.20	9.74	10.38	6.88			*
	miR-181a		−1.97	−2.31	−1.70	−2.32	−1.18		3.38			*
	miR-210	1.32	2.89	2.71	4.39	3.88	1.31	1.54	2.14			* #
	miR-425		−2.03	−2.39	−1.85	−2.44	−1.86	−1.78	1.62			#
	miR-484		−2.26	−2.71	−2.79	−3.55	−2.23	−1.85				
III	miR-1	4.90	11.14	7.19	4.98	4.90						
	miR-10b		−1.91	−2.02	−1.46	−1.74						
	miR-30e		−2.81	−2.82	−1.39	−2.62						
	**miR-92a**	**0.37**	**−2.63**	**−3.17**	**−2.95**	**−4.00**						
	miR-140-3p	0.07	−2.36	−2.59	−2.15	−2.58			2.04			
	miR-142-5p		−2.31	−2.39	−2.39	−2.91						
	miR-148a		−2.21	−2.41	−1.61	−2.13						
	miR-363	1.62	−2.15	−2.89	−1.50	−2.76

**Table:** **(b)**

miRNA	Donor I		Donor II		Donor III		Leuko-pack	Sung/Rice		Wang *et al.*
	MC	DS	MC	DS	MC	DS	DS	A	B	
miR-28-3p	nc	−1.63	nc	−1.65	nc	nc	nc	nr	nr	~−2
miR-125b	bb	bb	bb	bb	bb	bb	bb	nr	1.83	nr
miR-125a-5p	6.65	5.59	5.50	6.10	3.05	3.90	6.06	8.91	30.89	nr
miR-150	6.00	4.12	14.29	8.69	2.27	2.50	5.49	−2.66	1.99	~−10
miR-223	−4.23	−5.31	−6.95	−9.88	−5.15	−4.18	−1.72	−5.96	−5.61	~−10
miR-198	bb	bb	bb	bb	bb	bb	bb	−8.87	−59.18	nr
miR-382	bb	bb	bb	bb	bb	bb	−1.66	nr	nr	~−10

### 2.3. Ant-HIV-1 miRs-28-3p, -125b, -150, -223, and -382

HIV-1 3' LTR site-specificity of miRs-28-3p, -125b, -150, -223, and -382 was demonstrated using reporter/mutation assays as described above [44]. The authors of this report ascribed to these miRNAs a role in mediating HIV-1 restriction in resting *versus* activated T-cells [44]. To date, direct interactions of these miRNAs with HIV-1 do not appear to have been confirmed by independent researchers; however, anti-HIV effects of some of these miRNAs were later reported in monocyte-derived cells [13] or during drug treatment of monocyte-derived cells [45,46]. It was reported that the levels of four of five of these miRNAs—miRs-28, -150, -223, and -382, as measured by qPCR—fell dramatically (in some cases by more than ten-fold) during differentiation of monocytes into macrophages [13] and concluded that downregulation of these miRNAs likely enables permissivity to HIV-1 replication in macrophages.

However, there are several potential complications with this interpretation. First, in a response by Swaminathan *et al.* [47], it was argued that the presented data could not support a conclusive statement that the four miRNAs were involved in differential susceptibility of monocytes and macrophages to HIV-1 infection, and that non-HIV targets of these miRNAs must be considered in any analysis of their role in HIV-1 restriction. Second, data normalization methods were not described [13]. In two subsequent publications by the latter group, normalization using a GAPDH assay was described in one paper [45] but not in another [46]. Third, since only downmodulation was reported, with no miRNAs or other nucleic acid molecules shown to remain constant or to increase, it is not clear if the reported declines were associated with monocyte differentiation or, rather, with cell death or changes in cell numbers that would have non-specifically affected miRNA levels. Indeed, with the exception of miR‑223, our results have limited agreement with these findings.

**miR-223.** We confirmed downregulation of miR-223 in macrophages, as previously reported in primary cells [13,14] and in a cell line model [21]. 

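miR-223 fell in macrophages to a log2 ratio of −2.19 ± 0.42 (SD, n = 3 donors), a fold change of −4.56 (adjusted p = 0.0177 from limma), the deepest fall of any tested miRNA. The 3 donors gave −1.82, −2.64 and −2.11, and the SD between the 2 arrays of a donor was 0.18, 0.57 and 0.23. Its signal was 433 ± 370 times local background in monocytes and 54.8 ± 36.7 times in macrophages. Other miRNAs of granulocytes and myeloid cells were lower without passing: miR-142-3p was at −0.63, miR-142-5p at −0.63, miR-424 at −0.19 and miR-338-3p at −0.08. With 1 displaced spot each in donor III, miR-142-5p and miR-338-3p were at −0.65 and −0.09 after realignment. Of these 5 miRNAs, 1 fell (1 adjusted over the list alone; adjusted p = 0.128 from camera). miR-223 passed in 18 of 20 alternatives. It did not with all 705 human miRNAs tested or with single channels and no pairing by donor (adjusted p from 8.51e-12 to 0.145 over all alternatives).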

The magnitude of the observed downregulation is also consistent with previous findings.

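miR-28-3p was lower in macrophages in each donor, at log2 ratios of −0.46, −0.46 and −0.14 in donors I, II and III, with a mean of −0.36 ± 0.18 (SD, n = 3 donors) and a fold change of −1.28. It did not pass the test (adjusted p = 0.134 from limma), and none of its spots were displaced. It passed in 3 of 19 alternatives, those that took spots and arrays as replicates and the one without donor III. Adjusted p ranged from 4.09e-06 to 0.840 over the 19, and the ratio stayed negative in all of them. Signal was 4.03 ± 2.08 times local background in monocytes and 2.38 ± 0.695 times in macrophages.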

**miR-28-3p.** A slight decline was observed for miR-28-3p but the fold changes were small (<1.5), and inconsistent data meant that this result was dependent on analysis method. Our study thus provides no solid evidence for differential regulation of miR-28-3p. In future studies, this miRNA could be quantitated in larger groups of samples to determine whether or not there is in fact subtle modulation during monocyte differentiation. 

**miR-125b.** Signal for miR-125b did not consistently exceed background in our arrays. Thus, either miR-125b levels were very low in the monocytes and macrophages we examined, or the hybridization platform was insensitive in our hands to miR-125b. 

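miR-125b showed no difference between the cell types beyond the spread, with a log2 ratio of −0.01 ± 0.03 (SD, n = 3 donors; adjusted p = 0.963 from limma), and the sign of its ratio turned positive in 4 of 18 alternatives. Its signal was low, at 2.01 ± 0.206 times local background in monocytes and 1.78 ± 0.562 times in macrophages. It exceeded the background median plus 2 SD in at least 2 of 3 spots on 10 of the 12 array channels (all 18 monocyte spots and 12 of 18 macrophage spots), and exceeded 2 times the background on 4 of 12. The offset pulls ratios this close to background toward 0. Over the 18 alternatives, which include some without the offset, the log2 ratio ranged from −0.20 to 0.16.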

We note that an increase in miR-125b was previously observed in cells from one of two donors [14], and that the closely related miR-125a (100% identical with miR-125b in the 5' 13 nucleotides) was strongly enriched in macrophages both previously [14] and in our results described herein.

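miR-125a-5p rose 4.45-fold in macrophages, with log2 ratios of 2.34, 2.66 and 1.46 in donors I, II and III (mean 2.15, SE 0.26, n = 3 donors; adjusted p = 0.0233 from limma). Its signal went from 2.20 ± 0.602 to 10.7 ± 2.34 times local background. The genes MIR99B, MIRLET7E and MIR125A follow one another on one chromosome in the RefSeq annotation, and 2 of these 3 miRNAs rose (3 adjusted over the list alone; adjusted p = 0.00541 from camera, and 0.557 with an estimated correlation). miR-99b rose 2.33-fold (adjusted p = 0.0433). The paper lists miR-99b and miR-125a-5p as upregulated on the same samples, so their direction is not independent evidence. let-7e, the third, was at a log2 ratio of 0.64 ± 0.35 (adjusted p = 0.0824); 2 of its spots were displaced in donor III, and after realignment it passed, at 0.85.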

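miR-150, a miRNA abundant in mature lymphocytes, had the third-highest mean log2 ratio of the miRNAs in Table 2a, at 2.25 ± 1.22 (SD, n = 3 donors), a fold change of 4.77. Donors I, II and III gave 2.33, 3.43 and 1.00, and this spread between donors kept it from passing (adjusted p = 0.0579 from limma). Signal was 5.37 ± 0.538 times local background in monocytes and 25.3 ± 14.1 times in macrophages. miR-342-3p, another miRNA of lymphocytes, was at 1.98 ± 1.21 (adjusted p = 0.0789) and miR-342-5p at 0.69 ± 0.52. The lymphocyte miR-181a was at −0.41 ± 0.36, and at −0.54 after realignment of its 3 displaced spots in donor III, and miR-181b and miR-181d were at −0.07 and 0.11. Of the 7 lymphocyte miRNAs tested, none passed (2 higher adjusted over the list alone; adjusted p = 0.135 from camera). With the displaced blocks realigned, miR-150 and miR-342-3p were higher and miR-181a lower at the threshold (adjusted p = 0.0363, 0.0492 and 0.0360 from limma). miR-150 and miR-342-3p had no displaced spots, and miR-150 stayed at 2.25. The shift in their adjusted p came from the other miRNAs tested with them. Over all alternatives, adjusted p ranged from 5.94e-12 to 0.408 for miR-150 and from 8.13e-15 to 0.420 for miR-342-3p.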

**miR-150.** miR-150 was consistently and strongly upregulated in each of our experiments, including the leukopack experiment. Previously, upregulation was reported in one of two donors [14]. In contrast, miR-150 was reported to be downregulated approximately ten-fold in MDM according to Wang *et al.* [13].

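miR-382 was at a log2 ratio of −0.12 ± 0.15 (SD, n = 3 donors; adjusted p = 0.425 from limma), with −0.23, −0.19 and 0.05 in donors I, II and III. Its signal was 2.61 ± 0.414 times local background in monocytes and 2.03 ± 0.875 times in macrophages. It met the detection rule on 10 of 12 array channels and exceeded 2 times the background on 7. miR-382 is encoded in the large miRNA cluster at 14q32, most of whose members were dark: 39 of 45 were not tested for lack of signal, and none of the other 6 passed (0 adjusted over the list alone; adjusted p = 0.690 from camera).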

**miR-382.** The quantitation of miR-382 was not possible in our samples, since the fluorescence intensity was below the threshold of detection for miR-382 in all samples except those from the leukopack. Although the presence of very low levels of this miRNA cannot be ruled out, we emphasize that there does not appear to be strong evidence for substantial expression of this miRNA in monocytes or macrophages, much less differential regulation. We re-analyzed several published studies as well as publicly available datasets, which either did not reveal the presence of miR-382 in monocytes (or monocyte-containing cell populations) [48,49,50] or reported no differential regulation [14,49]. Allantaz *et al.* found no miR-382 in nine of nine monocyte samples measured in one facility, but they did find low levels in monocytes from two of five donors in a separate profiling experiment conducted in a different laboratory [51].

Thus, for the five miRNAs that were originally published as anti-HIV miRNAs in CD4^+^ T-cells [44], our findings and the preponderance of evidence from published studies and public datasets support the conclusion that only miR-223 appears to be downregulated during differentiation of monocytes into macrophages and thus consonant with a straightforward role in the relaxation of HIV-1 restriction during monocytic differentiation. miR-150, like the miR-29 family members, is consistently more abundant in macrophages than in monocytes.

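Of the 6 miRNAs published as acting against HIV-1 (the 5 above and miR-198), 5 could be tested. miR-223 fell and none of the 5 rose (1 higher, miR-150, and 1 lower when adjusted over the list alone, and the same 2 over all miRNAs after realignment). The 5 spanned log2 ratios from −2.19 to 2.25, with a median of −0.12, and did not move together (adjusted p = 0.690 from camera). From its own data, published studies and public datasets, the paper concludes that of the 5 only miR-223 appears to be downregulated, in keeping with a straightforward role in the relaxation of HIV-1 restriction.

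**Figure D3:**
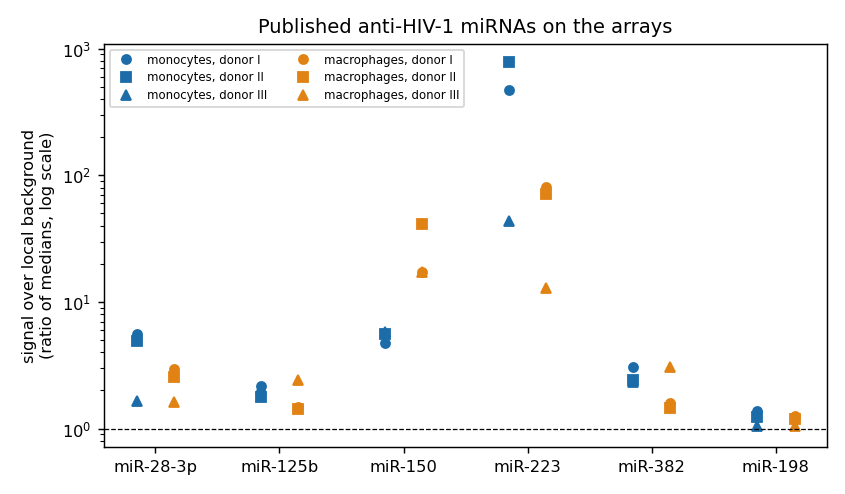
Signal over local background (log scale) of the published anti-HIV-1 miRNAs in monocytes and macrophages, one point per donor. miR-223 lies lower in macrophages than in monocytes in each donor, and miR-198 lies near 1, the level of the background.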

### 2.4. miR-198

miR-198-mediated control of Cyclin T1 contributed to restriction of HIV-1 replication in monocytes, and this control was relaxed with downregulation of miR-198 in macrophages [14]. Examination and/or re-analysis of several published reports and other datasets supports the reported low or negligible macrophage levels of miR-198. Re-analyzing a qPCR array dataset from a study of HIV-1-infected and uninfected PBMC (n = 6 each), we found that after sufficient time in culture to promote monocyte differentiation, miR-198 amplified only sporadically and inconsistently [52]. Similarly, a study of macrophage miRNA populations did not detect miR-198 in macrophages by hybridization microarray [53]. We also found no detectable miR-198 in uninfected (n = 6) or infected (n = 42) thalamus samples from a macaque model of HIV encephalitis (brain includes both resident microglia and perivascular macrophages—data not shown). 

To what extent miR-198 may be differentially regulated in monocytes remains an intriguing question. In addition to the work by Sung and Rice, hybridization array profiling of monocytes and other leukocytes pinpointed low levels of miR-198 in some cell types, including monocytes, with levels varying up to 3.5-fold between different donors [51], and low-level miR-198 expression was found at day zero in a study of monocyte-to-dendritic cell differentiation [49]. However, other evidence has not supported the presence of miR-198 in monocytes. We did not detect miR-198 in the monocytes or macrophages in the work reported here (Table 2b), or in RNA from freshly isolated PBMC from controls or HIV-1-infected individuals, as measured by qPCR or by NanoString miRNA hybridization microarray [54]. 

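miR-198 lay at background in both cell types, at 1.22 ± 0.161 times local background in monocytes and 1.16 ± 0.0995 times in macrophages (SD, n = 3 donors). It met the detection rule on 0 of 12 array channels and was not tested for a change. All 3 of its spots were displaced in donor III, and with them realigned it again met the rule on 0 of 12 channels. With other rules it counted as present on 3 channels (background median plus 1 SD) and on 8 (above the 95th percentile of the blank spots). It exceeded 2 times the background on 0. The blank rule was stricter in the green channel of donor III's arrays. There 80 and 68 of 960 blank spots were bright, all in displaced blocks, which raised the percentile. Whether a low level of miR-198 counts as present thus depends on the rule.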

Re-analyzing an Affymetrix hybridization array dataset from van Eijsden and Ayoubi [55], we found no appreciable expression of miR-198 in any examined blood cell subtype, including monocytes. Another dataset, from Agilent arrays performed by Murray and Swaminathan [50], included profiles of monocyte miRNAs from eight control and 16 HIV-infected subjects, with inconsistent expression of miR-198, which was also not detected in CD14^+^ monocytes from control or morbidly obese individuals (Exiqon array) [48]. Thus, although it would appear to be amply confirmed that miR-198 is not present, or is present at only very low concentration, in macrophages, there is some evidence that abundance in monocytes may be quite variable. Given the importance of miR-198 for Cyclin T1 regulation in monocytes as established by the Rice laboratory, further work is needed to establish the level and variability of miR-198 expression in monocytes and monocyte subtypes, the possible dependence of successful quantitation on monocyte isolation protocols, and the ability of different profiling platforms to detect and quantitate miR-198 successfully.

### 2.5. miR-17/92 Cluster

Members of the polycistronic miR-17/92 cluster are transcribed from human chromosome 13, and closely related miRNA clusters are found on chromosomes 7 and X (Supplementary Table 1b) [56]. These miRNAs are related by sequence as well as co-transcription. The chromosome 13 cluster was downmodulated following HIV-1 infection of Jurkat cells [57]. Furthermore, several members of the cluster were found to suppress HIV-1 replication indirectly, through direct regulation of the histone acetyltransferase PCAF [57]. At least one member of the cluster—miR-18a—was predicted to interact directly with HIV-1 [44], although another group reported different results [57].

Almost every member of the three miR-17/92 clusters was downregulated two- to five-fold with monocyte-to-macrophage differentiation: miRs-17, -18a, -19b, -20a, -20b, -25, -92a, -93, -106a, -106b, and -363. 

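All 13 miRNAs of the 3 clusters had lower values in macrophages, and 5 of them fell: miR-20a, miR-93, miR-106a, miR-17 and miR-19b (9 lower adjusted over the list alone). The fold changes were −3.33 for miR-20a (adjusted p = 0.0177 from limma), −2.84 for miR-93 (0.0182), −2.53 for miR-106a (0.0362), −2.35 for miR-17 (0.0478) and −1.96 for miR-19b (0.0182). Over the 13, log2 ratios ran from −1.73 to −0.20, with a median of −0.86 (adjusted p = 1.07e-04 from camera, and 0.557 with an estimated correlation). The paper names 11 members as downregulated on the same samples, so the group gives no independent evidence of direction. miR-18a (−0.61, adjusted p = 0.0503), miR-25 (−0.66, 0.0503), miR-20b (−0.79, 0.0810) and miR-18b (−0.63, 0.0916) did not pass.

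For miR-92a and miR-106b all 3 spots of donor III were displaced. miR-92a was at −1.25 and −1.33 in donors I and II and at −0.01 in donor III, where realignment gave −1.53. For miR-106b these values were −1.51, −1.36, 0.00 and −1.29. With the displaced blocks realigned, 10 of the 13 fell (13 adjusted over the list alone), and miR-18b, miR-19a and miR-363 did not pass. Log2 ratios then ran from −1.74 to −0.28, with miR-106a at −1.45, miR-17 at −1.32, miR-25 at −0.95 and miR-20b at −0.80. Means were then −1.37 for miR-92a and −1.39 for miR-106b (adjusted p = 0.00570 for each; 1.48e-11 to 0.963 and 6.46e-13 to 0.953 over all alternatives). Of the 13, miR-19a had a positive ratio in 1 of 17 alternatives and the other 12 stayed negative in every alternative. The genes of each cluster follow one another on one chromosome in the RefSeq annotation. miR-17 and miR-106a, and miR-18a and miR-18b, are nearly identical in sequence, so the probes of each pair may share signal.

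**Figure D4:**
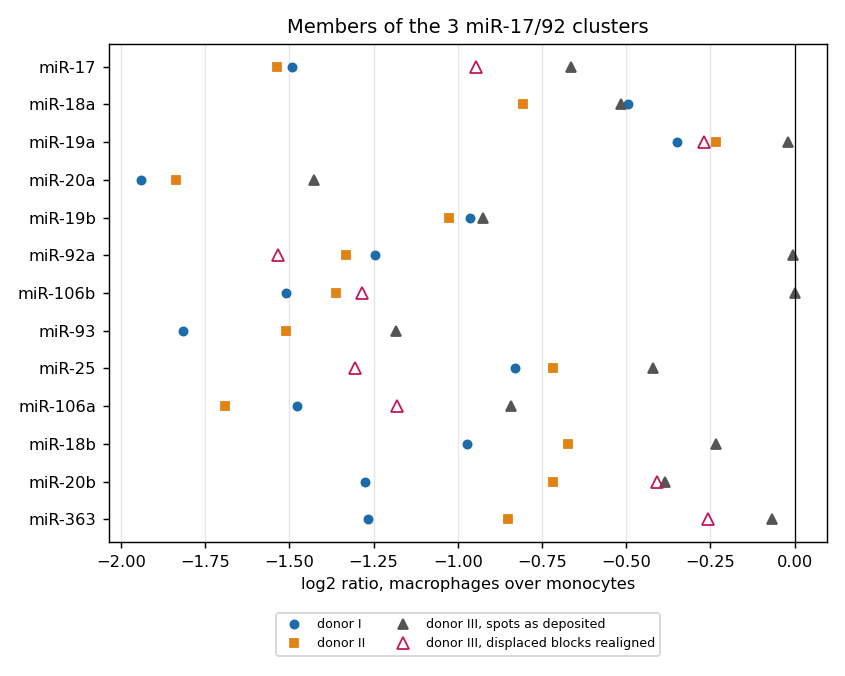
Log2 ratios of macrophages over monocytes for the 13 miRNAs of the miR-17/92 clusters by donor. Open symbols give donor III after realignment, where miR-92a moves from −0.01 to −1.53 and miR-106b from 0.00 to −1.29.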

Previously, in primary cells, miRs-17, -20a, and -106a were differentially regulated [12], while downmodulation of miR-19b was reported for cells from one of two donors [14]. miR-17 was also the most consistently downregulated miRNA in the various reports on PMA-stimulated cell lines (see Table 1).

### 2.6. Additional miRNAs — Direct Interactions?

HIV-1 target sites have been proposed for a host of miRNAs in addition to those discussed above (Supplementary Table 2). Hariharan *et al.* used multiple targeting algorithms to predict HIV-1 target sequences in isolates representing several virus clades [37]. Nathans *et al.*, who confirmed the direct miR-29a/HIV interaction, also predicted binding sites in the 3' LTR for eight miRNAs not in the miR‑29 family [36]. Schopman *et al.*, recently performed in silico analysis of interactions for 38 miRNAs that were enriched in small particles (including virions) produced by SupT1 cells transfected with HIV-1 provirus [58]. Interestingly, Huang *et al.*, chose for follow-up the five specific miRNAs mentioned above (-28-3p, -125b, -150, -223, and -382) from among no less than 96 host miRNAs for which they predicted interactions with HIV-1 [44]. It is not clear how the five reported miRNAs were chosen, since these miRNAs did not uniformly have the strongest predicted target interactions (as ranked by free energy) or the largest number of predicted targets. Although the authors stated that 31 miRNAs were downregulated by two-fold or greater in activated *versus* resting CD4^+^ T-cells, and that all five selected miRNAs were depleted, the results of the microarray experiment they presented in the supplementary material showed that (1) only three of the five selected miRNAs were downregulated by two-fold or more, and (2) miR-382 does not appear to have been detected at all (re-analysis of supplementary data from [44]).

These observations raise the exciting possibility that additional small RNA regulators of HIV-1 remain to be characterized, including miRNAs that are differentially expressed in monocyte-to-macrophage differentiation. Several candidates are indicated in Table 2 (‘#’). Of particular interest may be those miRNAs that we found to be downregulated in macrophages—including miRs-103, -107, and -425. However, upregulated miRNAs should not be ignored (see Conclusions). 

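miR-103, miR-107 and miR-425 each fell in macrophages, in all 3 donors. The log2 ratios were −0.78 ± 0.06 for miR-103 (SD, n = 3 donors; adjusted p = 0.0233 from limma), −1.27 ± 0.24 for miR-107 (adjusted p = 0.0182) and −0.63 ± 0.08 for miR-425 (adjusted p = 0.0362). miR-103 and miR-107 differ little in sequence and may share signal. In donor III 1 spot each of miR-103 and miR-425 was displaced, and after realignment their means were −0.90 and −0.72. Of the 13 miRNAs marked # in Table 2a, 4 fell (these 3 and let-7b) and miR-125a-5p rose (8 lower and 5 higher adjusted over the list alone), and after realignment 8 were lower and 4 higher at the threshold. These miRNAs were chosen on the same samples, which makes their direction no independent evidence. The 8 with negative ratios and the 5 with positive ones gave no direction as a group (adjusted p = 0.544 from camera). Of the 5, miR-34a was at 2.12 ± 1.07, miR-221 at 1.26 ± 0.93 and miR-222 at 1.13 ± 0.98. miR-221 and miR-222 had 2 and 3 displaced spots in donor III and were at 1.38 and 1.32 after realignment, where both passed and neither had done so before (2 higher of 2 adjusted over that pair's list alone, as deposited and realigned; adjusted p = 0.0882 from camera as deposited and 0.0442 realigned, and 0.557 and 0.589 with an estimated correlation).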

Characterization of previously unknown miRNA-HIV-1 interactions may be best guided in future not by target prediction algorithms, but instead by target enrichment strategies like that used by Althaus and Vongrad *et al.* [59]. Indeed, these investigators reported capture of at least 21 host miRNAs using HIV-1 capture probes in primary cell systems, most of which were differentially regulated in our experiments (Table 2). 

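Of the 8 miRNAs marked * in Table 2a, which were captured with HIV-1 probes, miR-146b-5p rose and miR-26a fell (4 higher and 3 lower adjusted over the list alone), and 6 did not pass. The study chose the 8 from its own differential list on these samples. Log2 ratios of those that did not pass were 2.29 for miR-146a (adjusted p = 0.0824 from limma), 2.12 for miR-34a (0.0579), 1.23 for the hypoxia-induced miR-210 (0.112), −0.89 for miR-191 (0.112), −0.77 for miR-26b (0.0579) and −0.41 for miR-181a (0.156). miR-146a had 3.15, 3.15 and 0.58 in donors I, II and III. As a group the 8 had no common direction (adjusted p = 0.352 from camera). Displaced spots in donor III numbered 1 for miR-146a, 2 for miR-26b and 3 for miR-181a. After realignment these were at 2.39, −1.09 and −0.54, and 3 of the 8 were higher and 3 lower.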

While pulldown of host miRNAs could potentially be explained by factors other than canonical miRNA‑target interactions, these results are compelling, and the method will likely continue to be useful for miRNA-virus interaction studies.

### 2.7. Additional miRNAs — Indirect Effects

Apart from additional members of the miR-17/92 clusters, our results indicate differential regulation of more than ten miRNAs that have not been previously associated with monocyte-to-macrophage differentiation in primary cells (Table 2, Groups II and III) and that do not have previously predicted [60,61] binding sites in HIV-1 sequences. 

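Groups II and III of Table 2a hold 11 miRNAs outside the miR-17/92 clusters and without the mark # for a predicted site. One of these, miR-146b-5p, passed the test, and 0 fell. Its signal went from 8.18 ± 4.58 times local background in monocytes to 51.6 ± 11.0 times in macrophages (SD, n = 3 donors). Among the other 10, miR-1 was at 1.74 ± 1.52 (adjusted p = 0.135 from limma), with 2.90, 2.31 and 0.02 in donors I, II and III, and none of its spots were displaced. In donor III its signal was near background, at 1.09 times in monocytes and 1.16 times in macrophages, so that ratio says little about a change. miR-484 was at −0.83 ± 0.31 (adjusted p = 0.0503), miR-140-3p at −0.85 ± 0.40 (0.0579) and miR-148a at −0.53 ± 0.27 (0.0872). miR-30e, with 3 displaced spots in donor III, was at −0.46, and miR-10b at −0.34. After realignment miR-484 was at −0.92, miR-148a at −0.56, miR-30e at −0.59 and miR-10b at −0.36. Displaced spots affected 8 of the 11, and after realignment 2 were higher and 5 lower at the threshold.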

Potential indirect effects of these miRNAs on HIV-1 should be considered, as described for the miR-17/92 cluster and miR-198, above. Some known indirect effects do not appear to factor in the monocyte-macrophage system. A role for miR-27 has been found in CD4^+^ T-cells [38], but we do not find differential expression of miR-27 family members here. miR-217 promotes LTR transactivation by inhibiting the SIRT1 chromatin modifier [62]; however, we did not detect miR-217 in these cells.

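miR-27a and miR-27b did not pass the test, at log2 ratios of −0.18 ± 0.23 (SD, n = 3 donors; adjusted p = 0.345 from limma) and −0.04 ± 0.08 (adjusted p = 0.781). miR-27a was bright, at 54.1 ± 47.4 times local background in monocytes, so low signal did not limit it, and miR-27b was at 5.00 ± 3.73 times. Each had 1 displaced spot in donor III (means of −0.19 and −0.06 after realignment), and neither passed in any alternative. None of the 5 miRNAs of the miR-23a/miR-27a/miR-24 clusters passed (0 adjusted over the list alone; adjusted p = 0.816 from camera), with miR-23a at −0.09, miR-23b at −0.26 and miR-24 at 0.05, whose sign turned in 6 of 20 alternatives. After realignment of 1 spot each, miR-23a and miR-24 were at 0.00 and 0.00. miR-217 met the detection rule on 0 of 12 array channels, at 1.08 times local background in monocytes and 1.07 times in macrophages, and with no displaced spot. It was not detectable at this signal under any of the 4 detection rules.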

## 3. Experimental Section

### 3.1. Cell Isolation and Culture

Total PBMC were isolated from freshly drawn blood from human donors or a leukopack (shipped overnight from New York Blood Center) using a Ficoll gradient. CD14^+^ monocytes were isolated from total PBMCs using anti-CD14 beads (Dynal) and were assessed by flow cytometry (FACSCalibur, BD Biosciences) as >98% pure and viable. Total PBMCs were plated at 10^7^ cells per well in 6-well plates for macrophage differentiation as described previously [29]. Macrophages were differentiated in culture for 7 days in medium containing human serum and M-CSF (R&D), with half re-feeding at day 4. 

### 3.2. RNA Extraction

RNA from monocytes and macrophages was extracted using the Trizol Reagent (Life Technologies) RNA extraction protocol. RNA quality was assessed by spectrophotometry.

### 3.3. miRNA Microarrays

One microgram aliquots of each RNA sample were poly(A) tailed and labeled with Alexa fluor dendrimers AF3 or AF5 (fluorescing in the green and red channels, respectively), using the NCode Rapid miRNA Labeling Systems (Invitrogen). For each donor, two dye-swap array hybridizations were performed with monocyte and macrophage RNA with NCode Human miRNA microarrays (V3). The NCode V3 is a spotted array on a glass slide. Each probe is a tandem repeat of a sequence corresponding to a target. The slide includes probes to over 700 human miRNA targets and additional small RNA sequences reportedly identified by the producer in deep sequencing analyses. Three replicates of each probe are printed on each slide. Arrays were maintained at 52 °C overnight in Maui mixer stations and covered with Maui chamber slips (SL from BioMicro Systems) for hybridization solution recirculation. Slides were then washed for 15 minutes in each of the following solutions, pre‑warmed to 55 °C: 2× SSC, 0.2% SDS; 2× SSC; 0.2× SSC. Slides were scanned with an Axon scanner (3000B) and GenePix Pro software [34]. Gpr files were generated, containing the raw data.

### 3.4. Analysis

Multiple analysis methods and software tools were employed to assess method-independence of results, in part as described previously [63]. Data from all fresh blood sample experiments was background corrected and thresholded and analyzed using normalization methods based on both median and lowess smoothing using BRB-ArrayTools [42]. The limma package from R/Bioconductor [64] was used to conduct an analysis of data from the fresh blood samples. Data were normalized with the “printtiploess” method. Different normalization methods produced results that differed only slightly from each other, with some changes in rank; results were confirmed by generating RG plots for the data pre- and post-normalization: after normalizing, the red and green density curves overlapped each other almost entirely. Boxplots of normalized data showed similar medians and ranges of values (data not shown). For linear modeling, within-array replicates (three per array) were taken into account with the “guessdups” and “duplicateCorrelation” functions. Empirical Bayes was used to moderate the probability distribution. Unmoderated and adjusted p-values and the B statistic were calculated (the latter is presented in Table 2).

Analysis of dye-swap experiments for all donors, including the leukopack experiment, was also performed with NCode Profiler software [65], with p-values assigned by iteration (10,000 bootstraps). Subsequent analysis was restricted to human miRNAs, since the array contained probes for many additional known and predicted small RNAs. Four inclusion filters for analysis of individual miRNA data were established. First, data were ranked by p-values as provided by NCode Profiler software [65], and miRNA replicates with *p*-values above 0.05 were eliminated. Second, the presence of at least two of three possible dye-swap normalized ratios was required, *i.e.*, values above threshold for both spots and both dyes for at least two of three technical replicate sets. Third, satisfaction of the second criterion for each of the first two biological replicates was required for inclusion. Finally, an average absolute fold change greater than 1.5 in donors I and II was required. Throughout, Microsoft Excel and the MultiExperiment Viewer [66,67] provided additional analysis tools.

### 3.5. Literature and Data Re-Analysis

Publicly accessible data were downloaded from the Gene Expression Omnibus or from other websites as indicated. Re-analyses were conducted in part or in whole as described above.

### 3.6. Data Accessibility

Raw and processed data for the triplicate studies presented here have been deposited with the Gene Expression Omnibus under accession GSE39905 and are fully MIAME-compliant.

## 4. Conclusions

A synthesis of our data, re-examination and re-analysis of other datasets, and the small number of verified miRNA-HIV interactions might be taken to suggest that few if any miRNAs that are differentially regulated during monocyte-to-macrophage differentiation are poised to affect HIV-1 replication. Only one miRNA (miR-223) that interacts directly with HIV sequences (and relatively weakly: see Supplementary Table 2), has been consistently found to be reduced in concentration in macrophages compared with monocytes. This single downregulation appears to be greatly outweighed by upregulation of highly abundant HIV-1-specific miRNAs with low free energies of interaction like the miR-29 family and miR-150 (Supplementary Table 2), as well as a lack of evidence for downregulation (or indeed presence) of other previously reported anti-HIV miRNAs.

Nevertheless, we posit that dismissing macrophage-enriched miRNAs as irrelevant for HIV-1 regulation would be a mistake. The notion that the concentration of a specific miRNA must necessarily inversely correlate with the abundance of a single target transcript (or transcript product) is conceptually appealing but perhaps oversimplistic, particularly when different experimental conditions or cell types are compared. Changes that occur during the differentiation of monocytes into macrophages—transcriptional, proteomic, morphological—are sufficiently profound that they may greatly complicate stand-alone interpretation of before-and-after profiling of miRNAs (Figure 2). Since each putative anti-HIV miRNA may have scores or hundreds of host mRNA targets, as well as targets in longer non-coding RNAs, and since the strengths of these interactions and the turnover rates of specific transcripts vary [68], the regulatory pressure exerted by a given miRNA on HIV-1 would be best predicted within the prevailing transcriptional environment [69]. Thus, enrichment of miR-150 and miR-29a in macrophages does not necessarily mean that these RNAs have no role in HIV-1 restriction in monocytes.

Furthermore, in addition to the cellular balance of targets and specific miRNAs, the overall numbers of HIV-1-interacting miRNAs would have to be considered in an effective assessment of miRNA/HIV-1 regulation. It is unlikely that we know the identities of all miRNAs with regulatory target sites in the HIV-1 genome, or in prominent sequence variants. Recall that Huang *et al.* investigated and validated only five miRNAs out of 96 predicted HIV-1 interactors [44], and that only miR-29a has been confirmed by multiple laboratories to bind directly to HIV-1. More research is needed to confirm previously reported HIV-1 interactors and to identify additional small RNAs that interact with HIV-1.

**Figure 2:**
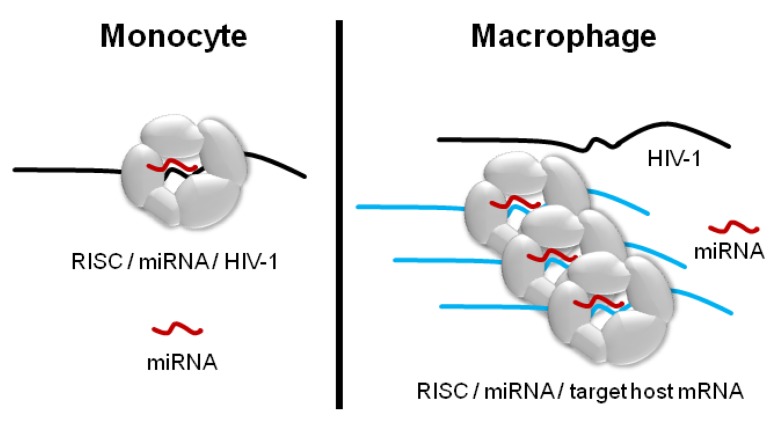
miRNA-mediated regulation depends on factors in addition to miRNA copy number. A hypothetical host miRNA (red) and the RISC machinery binding to the HIV-1 transcript in a monocyte but not in a macrophage. With differentiation of the monocyte, the miRNA is upregulated two-fold, but a host target transcript (blue) with a high-affinity target site for the miRNA is also produced, acting as a “sponge” for most of the miRNA copies. Thus, alongside miRNA copy number, the copy numbers and binding affinities of both the original target of interest and all possible alternative targets are determinants of the extent of miRNA-mediated regulation. RISC component availability, other targeting miRNAs, RNA binding cofactors, and subcellular localization of interaction partners may also affect miRNA-target relations (not shown).

Advances on the miRNA-HIV-1 targeting questions would ideally be accompanied by larger miRNA profiling studies of cell differentiation and activation than those that have been conducted to date. Stemming from observations we made while conducting the multiple re-analyses presented above, we would like to present several considerations to guide future profiling studies in this field. First, biological replicates are essential in all profiling work, since each represents a different human and captures genetic heterogeneity between individuals. Some studies to date have included only one sample per condition, precluding statistically based conclusions about the underlying biology [70,71]. Second, the technical demands of each profiling system must be taken into account [33,72]. For example, dual-channel microarrays are susceptible to artifact because one dye may be brighter than the other, necessitating dye-swap experiments. Third, careful data processing and normalization should be performed and described to allow replication. Fourth, valid statistical analysis should include multiple comparison correction when statistical analysis is reported for large datasets [73]. Finally, we urge authors of future profiling studies to maximize the usefulness and impact of their work by depositing MIAME-compliant [19] raw and normalized data with one of the public databases, such as the Gene Expression Omnibus (GEO) [74] or ArrayExpress [75]. 

As research proceeds, it will be important to study how cell isolation and differentiation protocols affect miRNA profiles, and to examine—in addition to monocytes and macrophages as a whole—the various subpopulations of these cell types that have been described [76,77,78]. On the first point, we note that our cell culture conditions and those of the closely related study of Sung and Rice [14] employed M-CSF and GM-CSF, respectively, which could account for some differences between our results, while at the same time emphasizing the robustness of the common results. On the second point, further miRNA profiling may aid in defining and characterizing cell subclasses. In this direction, Graff *et al.*, recently contributed a profiling study on differences between untreated MDM and those polarized towards different phenotypes (M1, M2a, M2b, and M2c) [79]. miRNAs identified in this report included miRs-125a, -146a, -155, and -222. Additional profiling studies are needed, along with development of tools for functional studies [80], to address the many outstanding questions in this field. As more transcriptome and miRNA profile datasets are collected rigorously and made available to the community, we can expect new insights into the complex post-transcriptional regulatory networks that influence HIV-1 replication in monocytes and macrophages.

How the deposited data were processed for this re-analysis (not part of the article)

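The data are scanner readings of 6 NCode Human miRNA V3 glass arrays from 3 donors. On each array, RNA of monocytes (CD14+ cells, day 0) and of monocyte-derived macrophages (day 7) of one donor was hybridized together, with the dyes exchanged between the 2 arrays of the donor. Donors I and II formed one hybridization batch and donor III a later one. Arrays of the leukopack were not among the files and were not analysed here.

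The authors' scanner files give foreground mean and median and local background median and SD of each spot as intensity, with no normalization and no background subtracted, for the red and the green channel. They also give, in percent, the share of saturated pixels of each spot, and a spot mark of GenePix in which the authors coded spots not found by a negative number; no spot carried the mark for a bad spot. The authors' deposited table of values gives log2 ratios of macrophages over monocytes per donor for 361, 362 and 228 probes, averaged over both arrays and the spots and median-centred by the authors after a background cutoff (medians of −0.07, −0.02 and 0.05). Its values on the linear scale equal the fold changes under MC in Table 2 at the 2 decimals printed there (120 of 120 values compared). The paper's text does not name the value of its background cutoff.

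The scanner values were processed in R 4.3.3 with limma 3.58.1. Foreground means were background-corrected with the normexp model and an offset of 50, normalized by print-tip loess, turned to macrophages over monocytes and averaged over the 3 spots, then over the 2 arrays of a donor. A human miRNA was tested where at least 2 of 3 spots had a foreground median over the background median plus 2 SD in the same cell type on both arrays of at least 2 donors. This kept 216 of 705 human miRNAs, and 272 of 393 other small RNA probes, which were tested apart. The mean of the 3 donors was tested with limma's moderated test with empirical Bayes, and called changed at an adjusted p (Benjamini-Hochberg) under 0.05. SDs are between donors. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

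The comparisons were macrophages against monocytes, donor III against donors I and II (a batch term), the dye effect, and a count of miRNAs with an average fold change of at least 1.5 in donors I and II, one direction in both and B above 0 (with one value per donor, and not the paper's full set of filters). A set of miRNA lists was fixed before the data were examined: the miR-17/92 clusters, the families and clusters of miR-29, let-7, miR-30, miR-15/16, miR-26 with miR-103 and miR-107, of miR-23a, miR-27a and miR-24, of miR-99b, let-7e and miR-125a, and of miR-221 and miR-222, the published anti-HIV-1 miRNAs, inflammatory signalling, miRNAs upregulated in PMA-treated lines, the lists of Table 2, other miRNAs the paper names, the 14q32 and the placental chromosome 19 clusters, and markers of lymphocytes, erythrocytes, platelets, granulocytes and myeloid cells, stroma and tissues outside blood. Table 2 of the paper had been read by then, so lists with members in it give no independent evidence of direction. Lists were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. The miRNAs named were all those that the text or Table 2 of the paper names, whose values there had been seen, the 10 largest changes in each direction among those past the test with one sign in all donors, list members as examples, and up to 3 probes in each direction among the other small RNAs.

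The alternatives covered background correction, foreground median, normalization, spot marks, the filter on dim probes, the detection rule, the replicate structure, moderation, batch as a block, the authors' deposited values, the set test and leaving out each donor. Their effect is given in the closing section. A pair of alternatives, which realign the 7 displaced blocks of donor III or leave them out, was added after seeing the data. The processing was tested on simulated arrays of the same layout in which 30 miRNAs were changed 2-fold and 30 others 4-fold: of 2-fold changes 9 of 30 were called with the grid as deposited and 24 of 30 with it realigned, with 0 and 1 false calls among 156 unchanged miRNAs, and of 4-fold changes 14 and 30 of 30. In the simulated arrays donor III carried the full change, and the spread between donors was small and the same for all miRNAs. These counts therefore do not measure recovery in the real data. No genome build is named in the files. The RefSeq annotation (GRCh38.p14) was used for gene names and for which miRNA genes neighbour each other, and no coordinates were taken from it. One listed name of the chromosome 19 cluster was not on the array (34 of 35 found).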

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

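The tests of the displaced grid, of an unchanged donor III, of the offset and of lymphocyte RNA were chosen after the result was seen.

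3 signals lie outside what the paper discusses. The probe hsa_snoRNA-hY1_RNA-related, named for the Y1 RNA of Ro ribonucleoproteins, fell in macrophages, at a log2 ratio of −1.26 (SD 0.14, n = 3 donors; adjusted p = 0.0428 from limma over 272 other small RNA probes), in 3 of 3 donors; it did not pass with the displaced blocks realigned (adjusted p = 0.0632), where its ratio was the same −1.26. A probe of the array's producer for a predicted miRNA, whose name ends in miR_3614, rose, at 1.79 (SD 0.43; adjusted p = 0.0428), in 3 of 3 donors, and was at 2.00 (adjusted p = 0.0222) after realignment of its 1 displaced spot. miR-330-3p, which the paper does not name, fell, at −0.68 (SD 0.18; adjusted p = 0.0446), in 3 of 3 donors.

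For donor signs, 3 donors give 4 sets of signs, too few for a share under 0.05. The real signs (1 of the 4 sets) called 18 human miRNAs and the highest other set 0. For other small RNAs these counts were 2 and 0, again with 1 set reaching the real count.

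Over the 24 tested miRNAs with all spots in the 7 displaced blocks, such as miR-92a, miR-106b and miR-222, donor III had ratios near 0 where donors I and II changed (slope of donor III on their mean 0.018, SE 0.014). Read 1 or 2 rows lower, the ratios of donor III correlated with that mean at r = 0.821, where a correlation at or under 0.5 was set as evidence against a displaced grid. The slope was then 0.556 (SE 0.083), which argues against cells of donor III that left these miRNAs unchanged. The SE is a spread over miRNAs of this single donor, which are not independent replicates. A grid placed above the printed spots, seen also in the recorded positions, the dye marker and the blank spots, is thus an explanation that these ratios fit.

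Over the 110 miRNAs with no displaced spot, donor III still had about the same slope of 0.502 (SE 0.042), below 1. Without an offset the slope was 0.463 (SE 0.046), where a rise above 0.8 was needed, which argues against a stronger shrinkage by the offset on its dimmer arrays. Here too the SE is over miRNAs of this single donor and not over donors. Over the 25 of these miRNAs brightest in donor III the slope was 0.702. Plain subtraction removes the offset but not dim signal, so a part of dim signal in the low slope was not excluded. The later hybridization batch may account for the slope, and so may this donor's cells; at 0.502 in the single donor of that batch, these cannot be told apart.

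miR-150 and miR-342-3p, both abundant in lymphocytes, were higher in macrophages, which grew from total PBMC. RNA of lymphocytes left in the cultures could give this, and would then raise other lymphocyte miRNAs. miR-181a was at −0.54 after realignment and was called lower (adjusted p = 0.0360), miR-342-5p was at 0.69 and miR-181b at −0.07, none of these above miR-150 at 2.25. The monocytes, sorted on CD14, expressed most of these miRNAs as well: 7 of the 8 lymphocyte miRNAs were detected on at least 4 of their 6 arrays, miR-181a among them. Its fall therefore decides nothing, and both explanations stay open. Whether miR-150 rises in the macrophages themselves was not tested.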

How the results depend on the processing

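Realigning the displaced blocks of donor III and leaving them out were chosen after seeing the data; all other alternatives were planned. miR-24, miR-125b, miR-19a, miR-21, miR-23a, miR-23b and miR-382, which did not pass, changed sign in some alternatives. All 17 miRNAs named by the rule or the paper that passed kept their sign in every alternative that gave them a value, while the counts moved widely. Counts are given as human miRNAs changed (higher, lower), with other small RNAs after them; as reported they were 18 (4, 14) and 2. Plain background subtraction gave 57 (13, 44) and no correction 37 (8, 29). With median centring 10 were higher and 1 other small RNA changed, with global loess 4 other small RNAs, and with the dye swap alone 40 (10, 30) and 0. Negative marks left out gave 41 (12, 29) and 4, no filter 4 (1, 3) and 0, and detection in both cell types on all arrays 8 higher. Leaving out the displaced blocks gave 57 (17, 40) and 1, realigning them 54 (14, 40) and 1. Taking spots and arrays as replicates gave 142 (53, 89) and 174 for donors I and II and 123 (46, 77) and 129 for 3 donors, since the replicates are then not donors. Single channels with no replicate block (no pairing by donor) gave 0 (0, 0) and 0 from limma. Batch as a block gave 38 (13, 25) and 5, and the authors' deposited values 50 (16, 34) and 0. Without one donor, which leaves 2, the counts ranged from 2 to 74 changed, 1 to 33 higher, 1 to 41 lower and 0 to 48 other small RNAs. The filter was applied anew to the 2 donors left, so the probes tested differed as well. The share of changed miRNAs that were higher was 22.2% as reported and 47.6% with median centring, which moved the median log2 ratio of tested miRNAs from −0.10 to 0.01; the dye swap alone left it at −0.36.

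A rule built here on the paper's fold threshold and its B cutoff, with one value per donor and without its filters on spots, called 12 as reported and 88 with plain subtraction, 67 with no correction, 52 with the foreground median, 52 with median centring, 44 with global loess, 78 with the dye swap alone, 23 without negative marks and 7 with detection on all arrays. Donor III against donors I and II called 0 as reported (47 at an unadjusted p under 0.05, limma) and, in the same order, 48, 36, 36, 35, 28, 110, 3 and 1, and 3 with no filter. The dye effect called 0 (35 at an unadjusted p under 0.05) and 2 with plain subtraction, 2 with no correction, 7 with median centring and 8 with global loess. Of the lists, 9 were called as reported, 4 with detection on all arrays, 0 with an estimated correlation and 0 with fry. miR-125b was detected on 10 of 12 array channels as reported and on 4 over 2 times the background; miR-198 on 0, on 8 over the blank spots and on 3 over background plus 1 SD. Apart from the loss of pairing or donors and the choice of replicates, the cause was not tested. Signal and displaced spots limit what can be seen: with the grid as deposited, 62 human miRNAs were detected in both cell types on all 6 arrays. miR-21, with all 3 spots displaced in donor III, is not among them. Its monocyte signal was 241 times local background in donor I and 0.99 times in donor III.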

Differences from the paper's values

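Fold changes were compared per donor with the columns MC and DS of Table 2. They differ where they lie apart by more than 1.5 times and, in log2, by more than the SD between donors. For miRNAs with a wide spread between donors, gaps above 1.5 times can therefore go uncounted. Each pair below gives the paper's value first and the value here second; for miR-17, miR-18a and miR-19b both are given as the size of the fold decrease. Of 127 values under MC 10 differed, and of 124 under DS 28 differed, with no opposite sign. Settings chosen before the data were examined were plain subtraction, no background correction, the foreground median, median centring, global loess, the dye swap alone, negative marks left out, no filter, detection on all arrays and the authors' deposited values; no filter and detection on all arrays change no ratio. Realignment of the displaced blocks was chosen after seeing the values. It leaves 7 of the 47 miRNAs of Table 2a short of the test.

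miR-26b was at −4.40 against −2.26 (DS, donor II), miR-30b at −3.72 against −2.25 (DS, donor I) and at −3.61 against −1.89 (DS, donor II), miR-15a at −3.65 against −1.88 (DS, donor II), miR-17 at 4.30 against 2.81 (DS, donor I) and at 4.50 against 2.90 (DS, donor II), miR-25 at −2.84 against −1.78 (DS, donor I) and at −3.22 against −1.64 (DS, donor II), miR-181a at −2.32 against −1.40 (DS, donor II) and miR-425 at −2.39 against −1.59 (DS, donor I) and at −2.44 against −1.60 (DS, donor II). Median centring, global loess, the dye swap alone and the authors' deposited values gave values that did not differ, and the other settings gave values that did.

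miR-26b was at −2.64 against −1.44 (MC, donor III) and miR-25 at −2.67 against −1.34 (MC, donor III) and at −2.18 against −1.34 (DS, donor III). No difference was left with plain subtraction and negative marks left out, and one was left with the other settings. The authors' deposited table holds no value for miR-26b in donor III and miR-25 in donor III. Realignment of the displaced blocks also closed the gap.

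miR-19b was at 3.13 against 2.04 (DS, donor II) and miR-106a at −5.02 against −3.23 (DS, donor II). The gap was closed by no background correction, median centring, global loess, the dye swap alone and the authors' deposited values and by no other of these settings.

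miR-26b was at −2.56 against −1.53 (DS, donor I) and miR-15a at −3.07 against −1.81 (DS, donor I). Values did not differ with plain subtraction, median centring, global loess, the dye swap alone, negative marks left out and the authors' deposited values and differed with the other settings.

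miR-223 was at −5.31 against −3.52 (DS, donor I) and miR-18a at 2.15 against 1.41 (MC, donor I). Under plain subtraction, no background correction, the foreground median, median centring, global loess, the dye swap alone, negative marks left out and the authors' deposited values, values did not differ; under the other settings they did.

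miR-15a was at −2.84 against −1.35 (MC, donor III) and at −2.19 against −1.35 (DS, donor III). Negative marks left out gave values that did not differ, and the other settings gave values that did. The authors' deposited table holds no value for miR-15a in donor III. Realignment of the displaced blocks also closed the gap.

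miR-30e was at −2.81 against −1.82 (MC, donor I) and at −2.82 against −1.82 (DS, donor I). No difference was left with plain subtraction, no background correction, median centring, global loess, the dye swap alone and the authors' deposited values, and one was left with the other settings.

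miR-99b was at 4.16 against 2.77 (MC, donor II). The gap was closed by plain subtraction, no background correction, the foreground median, median centring, global loess, negative marks left out and the authors' deposited values and by no other of these settings.

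miR-107 was at −1.91 against −2.89 (DS, donor III). Values did not differ with median centring, global loess, the dye swap alone and the authors' deposited values and differed with the other settings.

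miR-223 was at −9.88 against −6.25 (DS, donor II). Under plain subtraction, no background correction, median centring, global loess, the dye swap alone, negative marks left out and the authors' deposited values, values did not differ; under the other settings they did.

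miR-17 was at 2.72 against 1.59 (MC, donor III). Every setting chosen before the data were examined that gives a value differed as well. The authors' deposited table holds no value for miR-17 in donor III. Realignment of the displaced blocks also closed the gap.

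miR-18a was at 2.25 against 1.41 (DS, donor I). Plain subtraction, the foreground median, median centring, global loess, the dye swap alone, negative marks left out and the authors' deposited values gave values that did not differ, and the other settings gave values that did.

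miR-106a was at −4.20 against −2.79 (DS, donor I). No difference was left with plain subtraction, no background correction, the foreground median, median centring, global loess, the dye swap alone and the authors' deposited values, and one was left with the other settings.

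miR-106a was at −3.13 against −1.79 (MC, donor III). The gap was closed by plain subtraction, negative marks left out and the authors' deposited values and by no other of these settings. Realignment of the displaced blocks also closed the gap.

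miR-146b-5p was at 9.74 against 6.25 (MC, donor III). Values did not differ with plain subtraction, no background correction, the foreground median, median centring, the dye swap alone and the authors' deposited values and differed with the other settings.

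miR-146b-5p was at 10.38 against 6.25 (DS, donor III). Under plain subtraction, the foreground median, median centring, the dye swap alone and the authors' deposited values, values did not differ; under the other settings they did.

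miR-484 was at −2.71 against −1.74 (DS, donor I). Plain subtraction, median centring, global loess, the dye swap alone and the authors' deposited values gave values that did not differ, and the other settings gave values that did.

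miR-484 was at −3.55 against −2.22 (DS, donor II). No difference was left with median centring, the dye swap alone and the authors' deposited values, and one was left with the other settings.

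miR-484 was at −2.23 against −1.45 (MC, donor III). The gap was closed by plain subtraction, no background correction, global loess, negative marks left out and the authors' deposited values and by no other of these settings. Realignment of the displaced blocks also closed the gap.

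miR-30e was at −2.62 against −1.42 (DS, donor II). Values did not differ with plain subtraction, median centring, global loess and the dye swap alone and differed with the other settings.

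miR-363 was at −2.76 against −1.80 (DS, donor II). Under plain subtraction, no background correction, the foreground median, median centring, global loess and the dye swap alone, values did not differ; under the other settings they did.

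The B statistic of Table 2 was compared by sign with that of a fit to donors I and II with one value per donor. Of 28 values 17 had the opposite sign: miR-15b 0.37 against −1.46, miR-29a 0.78 against −1.95, miR-30c 0.55 against −1.73, miR-106b 0.83 against −0.0913, miR-107 0.10 against −0.71, miR-150 1.96 against −2.91, miR-221 1.97 against −1.24, miR-222 1.32 against −3.03, miR-223 0.89 against −2.85, miR-20b 0.01 against −4.19, miR-29b 0.89 against −1.33, miR-93 1.65 against −0.97, miR-106a 1.99 against −0.37, miR-210 1.32 against −3.54, miR-1 4.90 against −1.38, miR-140-3p 0.07 against −2.06 and miR-363 1.62 against −3.21. With arrays and spots kept as replicates for donors I and II, as the paper's methods describe, 0 of 28 differed in sign, and no further setting was run for B.

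All 47 miRNAs of Table 2a had the paper's direction here. The paper lists all as differentially regulated, and 30 did not pass the test over donors, such as miR-150 (adjusted p = 0.0579), miR-29a (0.0538) and miR-29b (0.135). The paper's thresholds were others: an average fold change of 1.5 in donors I and II with tests over spots. Its Group I also needed the same regulation by both normalization methods and in the earlier data of Sung and Rice. Group II was also seen in donor III, the leukopack or both. Each of the 30 was called under at least 1 alternative. Of the 47, the number called was 47 with the spots of donors I and II as replicates, 44 with the spots of 3 donors, 40 without donor III, 37 with the authors' deposited values, 35 with plain subtraction, 35 with the dye swap alone, 30 without negative marks, 29 with no background correction, 28 with batch as a block, 26 without donor I (32 tested), 23 with detection on all arrays (25 tested), 22 with the foreground median, 21 with median centring, 20 with global loess, 17 as reported, 15 with eBayes with trend and robust, 4 with no filter, 2 without donor II (32 tested) and 0 with single channels. With the displaced blocks realigned, a choice made after seeing the values, 40 were called and 7 were not; with these blocks left out, chosen likewise, 38 were called.

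The paper puts 11 members of the miR-17/92 clusters at between 2-fold and 5-fold lower. All 11 were lower here and 4 of them by at least 2-fold (6 after realignment, chosen after seeing the values). Fold sizes here are means over 3 donors and include misread spots of donor III where not realigned, while the paper's folds are per donor. The count is therefore not on the scale of the paper's folds. Simulated log2 changes of 2 had median estimates of 1.01 as deposited and 1.05 realigned, but over tested miRNAs drawn at random. The 11 ranged from 5.12 (miR-363) to 45.8 (miR-20a) times local background in monocytes. Per donor, 10 of 127 folds under MC differed, and 4 after realignment. How far compression lowered the count was not tested. The paper reports miR-125b and miR-382 as below background in these donors, at a threshold it does not state. Both were detected here on 10 of 12 array channels, and over 2 times the background miR-125b on 4 and miR-382 on 7. Neither passed the test between cell types here, and the paper gives no fold change for them in these donors.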

Other observations

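Muscle miRNAs were higher in the macrophages of donors I and II and had log2 ratios near 0 in donor III. In donor III miR-1 was at 1.09 times local background in monocytes and 1.16 times in macrophages. miR-1, miR-133a and miR-133b, known from heart and skeletal muscle, were at log2 ratios of 2.90, 1.26 and 1.96 in donor I and 2.31, 1.64 and 1.99 in donor II. In donor III they were at 0.02, −0.02 and 0.01, and at 0.02, −0.04 and 0.04 after realignment of the 2 displaced spots each of miR-133a and miR-133b. None passed over the 3 donors (adjusted p = 0.135, 0.139 and 0.135 from limma). Donor III differed from donors I and II by −2.59, −1.47 and −1.97 in log2. With 1 donor on one side, a test of this difference decides little. Where the signal of these probes came from was not tested. miR-206 was at 0.18 ± 0.13 (SD, n = 3 donors; 0.18 after realignment). Of the 11 miRNAs of tissues outside blood, these 4 were tested, with a median of 1.14 (0 adjusted over the list alone; adjusted p = 0.0318 from camera, and 0.557 with an estimated correlation). The paper reports miR-1 in Group III and does not name miR-133a or miR-133b. miR-133a, miR-133b and miR-206 were named here as members of this list.

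Platelet miRNAs were lower without passing: of 4 tested, miR-130a was at −0.68 ± 0.39, miR-199a-3p, whose probe also carries the name miR-199b-3p, at −0.65 ± 0.53, miR-126 at −0.61 ± 0.26 and miR-199b-5p at −0.47 ± 0.39 (SD, n = 3 donors; 2 lower adjusted over the list alone; adjusted p = 0.106 from camera), and after realignment miR-199a-3p was at −0.88 and miR-199b-5p at −0.48, and 2 of the 4 passed (4 adjusted over the list alone). The 3 erythrocyte miRNAs on the list did not pass the filter for testing (both arrays of at least 2 donors in the same cell type). Still, 1 of them was detected in monocytes on at least 4 of the 6 arrays. The 34 of the placental chromosome 19 cluster were not tested either. None of 5 stromal miRNAs passed (0 adjusted over the list alone; adjusted p = 0.568), nor did any of 5 tested of the 7 other miRNAs the paper names (0 adjusted over the list alone; adjusted p = 0.659). Of 17 tested miRNAs reported as upregulated in PMA-treated lines, miR-146b-5p rose and miR-26a fell (4 higher and 2 lower adjusted over the list alone), with a median log2 ratio of 0.05 (adjusted p = 0.0389 from camera, and 0.557 with an estimated correlation); 6 were higher and 2 lower after realignment, and the median was then 0.00. miR-21, a bright member, was at 0.03 ± 0.01; all 3 of its spots were displaced in donor III, and it was at −0.01 after realignment. After realignment, chosen after seeing the data, 36 further miRNAs passed, 23 of which have displaced spots.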
